A study of Mus musculus with 12 samples. Its data were reported in "TMED inhibition suppresses cell surface PD-1 expression and overcomes T cell dysfunction" (2024).

How the data were processed

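RNA sequencing was done on mouse OT-I/Cas9 CD8 T cells, which carry 1 transgenic T cell receptor and express the Cas9 nuclease. The cells received guide RNAs against Tmed10 or control guides and were cultured for 24 h with AGN192403 (100 µM), an imidazoline receptor ligand that the study uses to lower the abundance of TMED proteins, or with water as vehicle. They were either rested or activated on antibody to CD3 (2.5 µg/mL). The study had activated the cells on antibodies to CD3 and CD28 before the guides were delivered and then kept them in culture for days, so resting means not restimulated. The study describes stranded libraries of polyadenylated RNA, and a DNase step. Groups and replicate numbers were taken per the labels, which give 6 groups of 2 libraries. Nothing in the labels says whether 2 replicates are separate cultures or separate mice, so the p-values may measure only technical spread.

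The deposited table holds whole read counts per gene, which the authors made by aligning reads to GRCm38 (mm10) with STAR 2.6.0c and counting with HTSeq per the labels. The methods of the study name another STAR version. The table lists 46603 gene identifiers, of which 46005 were given a symbol from the annotation. The other 598 held 0.0709% of all counts. No genome sequence was aligned again. Genes in clusters of near-identical copies, such as the granzymes Gzmc to Gzmg and the Klr receptors, share sequence, so the assignment of reads among them is uncertain.

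Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 6 groups, which left 13167 genes holding 99.9% of the counts. Of these, 11484 were protein-coding. Library sizes were scaled by TMM, with factors from 0.976 to 1.02, and 1 mean per group was fitted by quasi-likelihood over all 12 libraries with 6 residual degrees of freedom. The common biological coefficient of variation was 0.0306. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 over all genes tested. Errors of log2 fold changes are standard errors (SE) derived from the F statistic, and values per group are TMM-scaled read counts relative to library size, from the cpm function of edgeR (CPM), as mean ± SD with n = 2. Log2 CPM for the principal components used a prior count of 2.

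The 11 contrasts were the knockout against control and AGN192403 against vehicle in each state, activation against rest in each of the 3 conditions, the 2 differences between activation responses, and the knockout against AGN192403 in each state. AGN192403 was given to control-guide cells, so both kinds of comparison share the same control libraries. The correlation of the 2 perturbations was therefore set against 20 simulated data sets per state in which only the controls were shared, and against fits in which each comparison had its own control library.

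Gene lists, 25 in number, were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01, adjusted over the lists of a contrast. An estimated correlation was the alternative. Beside the number of members called over all genes, the text gives the number called when p was adjusted over the list alone, where the 2 numbers differ. The lists were fixed after the paper was read and before the deposited values were examined. The list of candidate TMED10 client proteins was chosen by the study itself, so its result is not independent evidence.

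Genes named in the text follow a rule that was also written before the data were examined. In every contrast with the knockout or AGN192403 these are Tmed10, Tmed2, Tmed9, Pdcd1, Ctla4, Tnfrsf9, Entpd1, Cxcr6, Ifng, Il2 and Tnf. The rule adds the 8 largest rises and 8 largest falls in each contrast with control vehicle cells, and 5 in the other contrasts, among called genes with at least 10.0 CPM in the higher group and no overlap between the libraries of the 2 groups. It also adds up to 4 called members of each list. Not every gene that the rule names is printed for each contrast. Intronic and unconfirmed gene models, olfactory receptor genes and Cox6a2 were chosen after their values were seen, and so was Cd74.

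Alternatives set before the data were examined were no expression filter, a filter of 5 CPM, median-ratio size factors, library totals without TMM, a block for replicate number, leaving out each library in turn, fitting only the libraries of a contrast, DESeq2 1.42.0, and the estimated correlation for lists. With 1 library left out, the spread was pooled over all groups, so a lone library was assumed to vary as the others do. Alternatives added after the values were seen were offsets for transcript length and GC content (loess span 0.4) and a fit without 3 libraries. Replicate number was not used as a pair in the model. Over 15 pairs of groups, the correlation between replicate differences ran from −0.00507 to 0.239, and 3 were above 0.1 (0.189, 0.213 and 0.239). These were the pairs among resting control, activated control and activated AGN192403 cells. In each of these groups replicate 1 also had the higher CPM sum of intronic and unconfirmed gene models.

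The procedure was tested on simulated data with counts drawn at the fitted spread. For the activated knockout against control, 33 of 67 genes planted at a 1.25-fold change were called (49.3%), as were 50 of 67 at 1.5-fold and 59 of 66 at 2-fold, with 14 false calls among 12799 unchanged genes. For the difference between activation responses the numbers were 15 of 67, 41 of 67 and 54 of 66, with 13 false calls. A planted list of 30 genes with a log2 shift of 0.3 was called, and 0 of the other lists were.

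For a group with 0 counts of a gene, the upper limit was taken as 3 counts over the group, which is 0.182 to 0.330 CPM for a single library, and folds are given as lower limits. For a group with 1 to 3 counts, the ratio is given with a 95% interval. These limits and intervals cover counting error only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.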

Results

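Polyadenylated RNA was counted per gene in 12 libraries of OT-I/Cas9 CD8 T cells, 2 for each of 6 groups. Resting and activated cells were sampled with control guides and vehicle, with control guides and AGN192403, and with Tmed10 guides and vehicle. Total counts ran from 9089350 to 16481840 per library, with a median of 12192220.5. They were 10055700 and 13274400 in resting control cells, 9283130 and 13697800 in resting AGN192403 cells, and 16070900 and 9089350 in resting knockout cells. In activated cells they were 12156200 and 12228300 for controls, 10372500 and 13560500 for AGN192403, and 16481800 and 9526280 for the knockout. Between 16673 and 17842 genes had at least 1 count. Gzmb, encoding granzyme B, was the most abundant transcript in every library, at 0.862% to 1.99% of counts. Mitochondrial transcripts held 1.2502% to 1.5018%.

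Cell identity was read from marker sums. CD8 T cell markers, all 10 of 10 tested, summed to 5633 ± 58.2 CPM in resting controls, 5188 ± 29.7 with AGN192403 and 5735 ± 7.28 in the knockout, and to 4505 ± 197, 4248 ± 269 and 4654 ± 47.4 in the activated groups (n = 2 each). Other lineages were low, with sums taken over all markers of a list, tested or not. In resting controls the 5 CD4 markers, 3 of them tested, summed to 94.6 CPM, almost all from Zbtb7b and Gata3, with Cd4 itself at 0.520 to 1.17 CPM in all groups. The 11 B cell markers (3 tested) summed to 141 CPM, mostly Ighm, the 5 mast cell markers (2 tested) to 80.4 CPM, mostly Kit, and the 6 stromal markers (1 tested, Pecam1) to 97.4 CPM. The 7 NK markers (2 tested) summed to 2.72 CPM, and the 8 erythroid markers (1 tested, Itga2b) to between 2.13 and 3.52 CPM across groups. The 16 myeloid markers (7 tested) summed to 69.5 CPM at rest and to 104, 160 and 142 CPM in activated control, AGN192403 and knockout cells, where nearly all came from Cd74 (45.7, 83.8 and 76.8 CPM) and Cst3 (53.1, 71.2 and 59.9 CPM). In the same activated groups the CD4 markers summed to 50.5, 85.6 and 64.5 CPM and the mast cell markers to 46.1, 53.6 and 59.0 CPM. Zbtb7b was higher than in activated controls by log2 0.92 with AGN192403 and 0.43 in the knockout, and Kit by 0.24 and 0.36, all called. The B cell, stromal, NK and erythroid sums there were at most 37.5, 29.1, 4.84 and 3.52 CPM. Principal component 1 carried 83.7% of the variance, component 2 4.98% and component 3 3.23%. Replicates correlated at 0.992 to 0.995 in log2 CPM. Replicate spread over Poisson counting, as chi-square per degree of freedom, was 2.28 in resting controls, 1.38 in resting AGN192403 cells and 1.14 in resting knockout cells. In activated cells it was 2.01, 3.96 and 1.72 in the same order.

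Activation of control cells switched on a cytokine programme. Ifng, which encodes interferon gamma (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892), rose from 8.14 ± 0.92 to 4560 ± 147 CPM, a log2 fold change of 9.14 ± 0.0678. Il2, the T cell growth factor gene (ENSMUSG00000027720, chromosome 3, 37120523 to 37125959), had 0 counts at rest and 380 after activation, at least 123-fold. The chemokine genes Ccl3 and Xcl1 rose by log2 9.28 and 8.96. The checkpoint gene Pdcd1, which encodes PD-1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), rose from 21.8 ± 0.256 to 43.9 ± 2.64 CPM. Ctla4, encoding a second inhibitory receptor (ENSMUSG00000026011, chromosome 1, 60887000 to 60915832), rose from 189 ± 3.14 to 478 ± 10.1 CPM. Egr1, an immediate early transcription factor gene (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984), fell from 373 ± 0.905 to 62.8 ± 5.81 CPM at this time point.

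This comparison shows what renewed activation did without a perturbation, and serves as the reference for the others. In all, 9714 genes were called, 4787 higher and 4927 lower, with 1600 at least 2-fold higher and 2007 at least 2-fold lower. Among the largest rises, Ccl9 had 0 counts at rest and rose at least 755-fold, Inhba at least 405-fold, Il22 at least 334-fold, Pdzk1ip1 at least 163-fold and Slc1a2 at least 100.0-fold. Il3 had 1 count at rest, and its ratio was 4231 (95% interval 759 to 167170). Ccl1 also had 1 resting count, with a ratio of 1835 (329 to 72520). The largest falls included the receptor tyrosine kinase gene Ret (log2 −6.27), the interferon-inducible Ifi208 (−6.20), Cd7 (−6.00) and Ifit1bl1, which fell from 403 to 2 counts, a ratio of 208 (57.1 to 1719).

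Of 28 cytokine and chemokine genes, 24 rose and 3 fell, with a median log2 fold change of 3.54 that stayed at 3.54 with undetected members at their bounds (adjusted p = 1.17e-38, and 0.0215 with an estimated correlation). Costimulatory and activation receptors had 11 of 19 higher, such as Tnfrsf4 (4.63) and Il2ra (2.12), and 6 lower (adjusted p = 2.15e-07, and 0.0995 with an estimated correlation). Activation transcription factors had 24 of 34 higher, such as Nr4a3 (3.69) and Irf4 (2.01), and 9 lower (6.13e-10, then 0.0512). Cytotoxic effectors split 12 to 10 of 23, with Serpinb9b up (6.08) and Klrd1 down (−2.14; 0.000115, then 0.193). Aminoacyl-tRNA synthetases had 19 of 20 higher and 0 lower (1.96e-08, then 0.153), and targets of the stress factor ATF4 had 30 of 35 higher, with Asns at 1.51, and 4 lower (2.33e-08, then 0.0846). Endoplasmic reticulum (ER) chaperones had 26 of 33 higher, 27 within the list alone, with Hspa5 at 1.43, and 2 lower (5.45e-06, then 0.181). Vesicle coat and early secretory genes had 32 of 45 higher and 5 lower (0.00117, then 0.181). Cholesterol genes had 20 of 27 higher and 4 lower (0.000917, then 0.181).

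Other lists fell with activation. Interferon-stimulated genes had 30 of 37 lower, 31 within the list alone, such as Gbp2 (−3.05) and Irf1 (−2.63), and 5 higher (adjusted p = 1.24e-11, and 0.00408 with an estimated correlation). Genes of G2 and M phase had 48 of 53 lower, such as Ccnb2 (−1.93), and 2 higher (4.66e-11, then 0.0189). S phase genes had 30 of 44 lower and 3 higher (0.0196, then 0.181). Naive and memory genes had 16 of 23 lower, such as Tcf7 (−2.81), and 3 higher (2.35e-05, then 0.0512), and trafficking receptors had 13 of 22 lower, 14 within the list alone, such as Cxcr6 (−2.09), and 4 higher (3.42e-05, then 0.0844). The remaining lists were not called. They were the inhibitory receptors (8 higher, 9 lower, median 0.14, mean −0.25), the TMED family (8 higher, 1 lower), the candidate clients (2 higher, 3 lower), lysosome (12 and 19), fatty acid oxidation (8 and 10), glycolysis (14 and 7), apoptosis (11 and 13), p53 targets (11 and 10, or 12 and 10 within the list alone), mitochondrially encoded genes (4 and 2), ribosomal proteins (25 and 22, or 20 and 19 within the list alone) and nuclear oxidative phosphorylation genes (43 and 16).

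Activated knockout cells had lower Ctla4, Il10 and Il24 transcripts and higher early secretory and ATF4 target transcripts. Tmed10 itself, which encodes a cargo receptor of early secretory vesicles (ENSMUSG00000021248, chromosome 12, 85340614 to 85374847), stood at 57.1 ± 1.72 CPM against 127 ± 2.02 in controls, a log2 fold change of −1.15 ± 0.0525. Ctla4 fell by log2 0.45 ± 0.0416, to 351 ± 12.2 CPM. Il10, encoding an anti-inflammatory cytokine (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974), fell to 172 ± 0.675 from 316 ± 2.65 CPM, and Il24 fell to 470 ± 5.29 from 932 ± 1.95 CPM. Pck2, a mitochondrial enzyme gene induced by ATF4 (ENSMUSG00000040618, chromosome 14, 55540266 to 55551242), rose to 123 ± 5.44 from 51.1 ± 0.848 CPM. Sec23a, a subunit of the COPII coat that buds vesicles from the ER (ENSMUSG00000020986, chromosome 12, 58958383 to 59012017), rose by log2 0.68 ± 0.0507.

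This comparison asks what loss of TMED10 does to transcription in stimulated cells, given that the study inferred regulation of PD-1 after transcription. A total of 2583 genes were called (19.6%), 1427 higher and 1156 lower, with 85 at least 2-fold higher and 109 at least 2-fold lower. The total fell to 1355 with DESeq2, and it also fell without any single library of the comparison. Fewer were higher than lower with the strict filter (1224 and 1251), with only the compared libraries (1268 and 1306) and without control library 2 (1025 and 1039). Reads from edited alleles still count as Tmed10, so its remaining transcript does not measure remaining protein. At these depths and with 2 libraries per group, the smallest changes planted in simulated data were found in 49.3% of cases. Far fewer genes were planted than were called here, and the adjustment is stricter where fewer genes change. That share is therefore not the sensitivity of this comparison.

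Pdcd1 was lower in the activated knockout at 36.5 ± 0.165 against 43.9 ± 2.64 CPM, a log2 fold change of −0.26 ± 0.0788 (adjusted p = 0.0184). Its adjusted p ran from 0.00471 to 0.209 over the alternatives, and the call was lost with DESeq2 (−0.27, adjusted p = 0.209) and without control library 2 (−0.21, 0.16), knockout library 1 (−0.27, 0.102) or knockout library 2 (−0.27, 0.0627). Entpd1, encoding the ectonucleotidase CD39, was at −0.19 (0.0137, with a range of 0.00375 to 0.182 and no call under 4 alternatives, such as without control library 2 at −0.14). Tnfrsf9, the gene of the costimulatory receptor 4-1BB, was at 0.07 (0.184) and was not called, and the chemokine receptor gene Cxcr6 rose by 0.30 ± 0.0515. Ifng fell from 4560 ± 147 to 3861 ± 110 CPM, by log2 0.24 ± 0.0399. At the protein level the study reported more interferon gamma in knockout cells, by mass spectrometry and by release, including in co-culture with tumor cells. Il2 rose from 15.9 ± 0.198 to 20.8 ± 0.278 CPM (0.39 ± 0.102, adjusted p = 0.0095), with a range of 0.00199 to 0.304. The Il2 call was lost with DESeq2 and without control library 1 (0.072) or knockout library 1 (0.0606). Tnf was at 0.13 (0.0933), was not called, and ranged from 0.0338 to 0.507 over the alternatives. Among the paralogues of Tmed10, Tmed9 rose by 0.22 (0.00115), a call lost without knockout library 1 (0.15, 0.0867) in a range of 1.09e-05 to 0.0867. Tmed2 was at 0.19 (0.0399), and 9 alternatives moved it past the threshold in a range of 0.0269 to 0.519.

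Cell cycle transcripts were lower in the activated knockout. Of 53 genes of G2 and M phase, 47 fell and 0 rose (adjusted p = 3.04e-44, and 0.00455 with an estimated correlation). Mki67, a proliferation marker (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), stood at 251 ± 7.58 against 462 ± 24.5 CPM, and Top2a, a topoisomerase of mitosis (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189), at 485 ± 8.61 against 626 ± 4.66 CPM. Of 44 S phase genes 30 fell, 33 within the list alone, and 0 rose, 1 within the list alone (7.73e-16, then 0.00648). Tyms and Clspn, which serve DNA synthesis and its checkpoint, fell by 0.47 and 0.46.

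Secretory pathway and stress lists were higher in the activated knockout. Of 45 vesicle coat and early secretory genes 33 rose and 0 fell, among them Sec24d (0.82 ± 0.0561), Copb2 (0.50) and Copa (0.46; adjusted p = 1.23e-31, and 0.00455 with an estimated correlation). Of 33 ER chaperone and unfolded protein genes 29 rose and 2 fell, with the chaperone gene Hspa5 at 2526 ± 19.5 against 1863 ± 22.2 CPM (9.96e-25, then 0.019). Of 35 ATF4 targets 30 rose and 2 fell. Aldh1l2, an enzyme of mitochondrial folate metabolism, rose by 3.13 ± 0.127 to 32.6 ± 2.90 CPM, and Trib3 by 0.97 (9.91e-55, then 0.00455). Synthetases had 10 of 20 higher, 12 within the list alone, and 1 lower (1.13e-05, then 0.286). Interferon-stimulated genes had 14 of 37 higher and 1 lower, with Isg15 at 0.89 and Xaf1 at 0.79 (0.000336, then 0.019). Ribosomal protein genes had 34 of 84 higher, 43 within the list alone, and 0 lower (1.3e-07, then 0.539), and mitochondrially encoded genes 5 of 7, 6 within the list alone (0.0236, then 0.539). Of the mitochondrial genes, mt-Nd1, mt-Nd2, mt-Nd4 and mt-Nd5 lost their calls under 3, 2, 2 and 3 alternatives. Each of these calls was lost without knockout library 1.

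Cytotoxic effectors had 9 of 23 lower in the activated knockout, including Gzme at 207 ± 0.0595 against 299 ± 3.23 CPM, and 3 higher (adjusted p = 0.000129, and 0.286 with an estimated correlation). Of 5 candidate client proteins named by the study, a list that is not independent evidence, 3 had lower transcripts, Pdcd1, Ctla4 and Igf2r, and 0 higher (0.000336, then 0.0282). Of these, Pdcd1 lost its call under 4 alternatives, at up to 0.209. Cholesterol genes had 0 of 27 higher and 6 lower, 7 within the list alone, with the transporter gene Abca1 at −1.25 (0.00927, then 0.42). Cytokines were not called as a list (10 higher and 8 lower of 28, and 12 and 10 within the list alone, adjusted p = 0.187, median 0.01, mean −0.08). Inhibitory receptors had 5 higher and 6 lower of 19. Havcr2, which encodes TIM-3, rose to 286 ± 3.08 from 210.1 ± 1.53 CPM (list median 0.04, mean 0.12, test toward lower, 0.998).

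Lists without a call in the activated knockout were mixed. Costimulatory receptors had 2 higher, 3 within the list alone, and 4 lower, with Cd69 up (0.41) and Tnfrsf8 down (−0.54). Activation transcription factors had 5 higher and 5 lower of 34, 7 and 6 within the list alone (median −0.04, mean 0.08), with Egr1 up (0.74 ± 0.0555) and Nr4a2 down (−0.37). Naive and memory genes had 7 higher and 5 lower of 23, 8 and 6 within the list alone, with Tcf7 up (0.71). The TMED family of 9 had 5 higher and 1 lower (median 0.19, mean −0.02). Trafficking receptors had 2 and 4 (3 and 5 within the list alone, median 0.03, mean −0.14), lysosome 7 and 2 (median −0.02, mean 0.08), apoptosis 5 and 1, p53 targets 7 and 1 (9 and 2 within the list alone) and glycolysis 0 and 5. Fatty acid oxidation had 2 higher, 1 lower and an adjusted p = 0.73. The calls of Acadl, Acadvl and Hadha in this list were lost under 5, 4 and 4 alternatives. Nuclear oxidative phosphorylation had 10 and 1 (7 and 1 within the list alone). The study reported stronger T cell activation, T cell proliferation and fatty acid oxidation signatures in knockout cells. It scored Gene Ontology terms, which differ from the lists used here and were not tested.

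**Figure D1:**
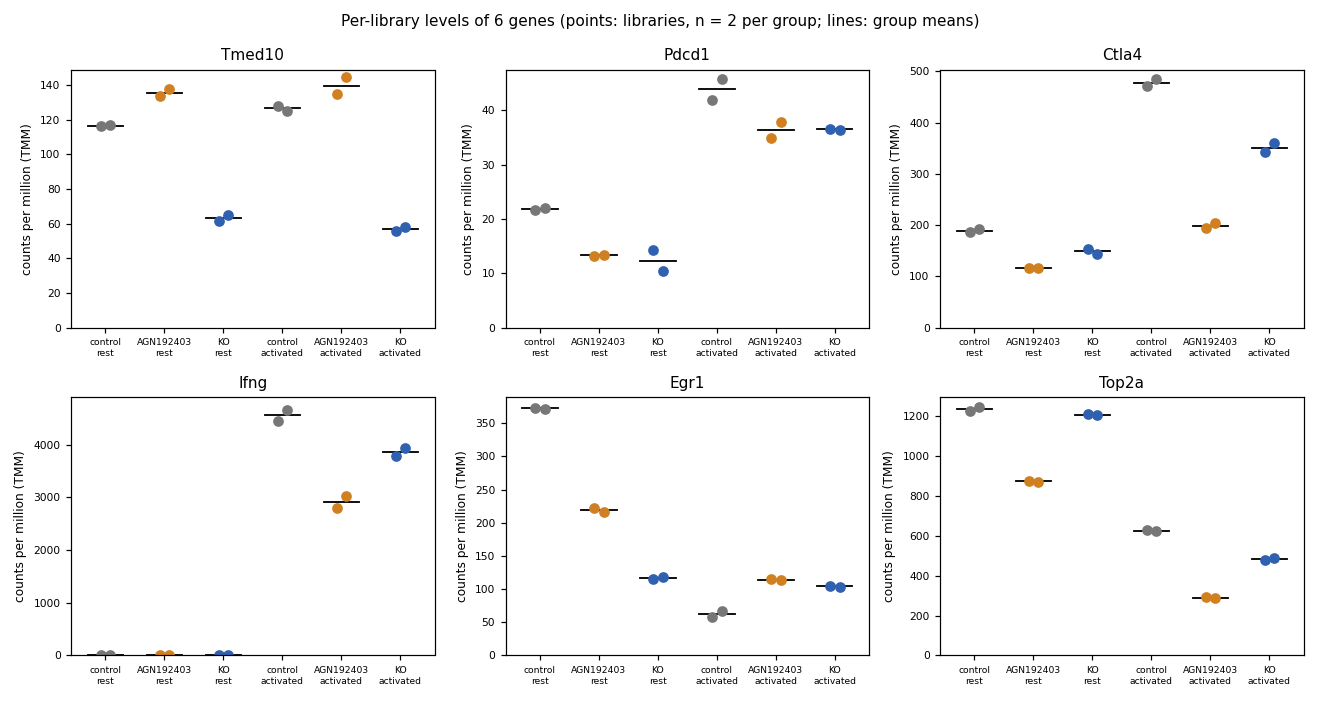
TMM-scaled CPM (y axis) of Tmed10, Pdcd1, Ctla4, Ifng, Egr1 and Top2a in the 12 libraries, with points for libraries (n = 2 per group) and lines for group means. Egr1 fell from 373 CPM in resting controls to 117 CPM in the resting knockout, and stood at 62.8 CPM in activated controls.

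The largest rises in the activated knockout were Aldh1l2, Avil (2.48), Slc7a11 (1.93), Nupr1 (1.85), Cxcl10 (1.83), Angptl6 (1.72), Maged1 (1.71) and Kdelr3 (1.70). The largest falls were Kcnq1ot1, a nuclear RNA, at 3.53 ± 0.182 against 24.8 ± 12.4 CPM, Malat1, another nuclear RNA, at 418 ± 25.7 against 1310 ± 454 CPM, and Gm38357 (−1.61). These were followed by Timp1 (−1.53), Neb (−1.45), Selp (−1.29), Tnip3 (−1.28) and Dnah8 (−1.21). Gm38357 lost its call without control library 1 (−1.27, adjusted p = 0.0793), in a range of 1.09e-17 to 0.0793. Intronic and unconfirmed gene models, a class counted apart from Malat1 and Neb, also fell. Of 235 intronic or unconfirmed gene models tested, 57 were lower and 0 higher, with a median of −1.02, and they made up 52 of the 109 genes at least 2-fold lower. Protein-coding genes made up 37 of those 109. Summed over the class, control libraries 1 and 2 stood at 568 and 408 CPM and knockout libraries at 301 and 289 CPM. Activated AGN192403 libraries, which received the same guides as controls, stood at 536 and 314 CPM.

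**Figure D2:**
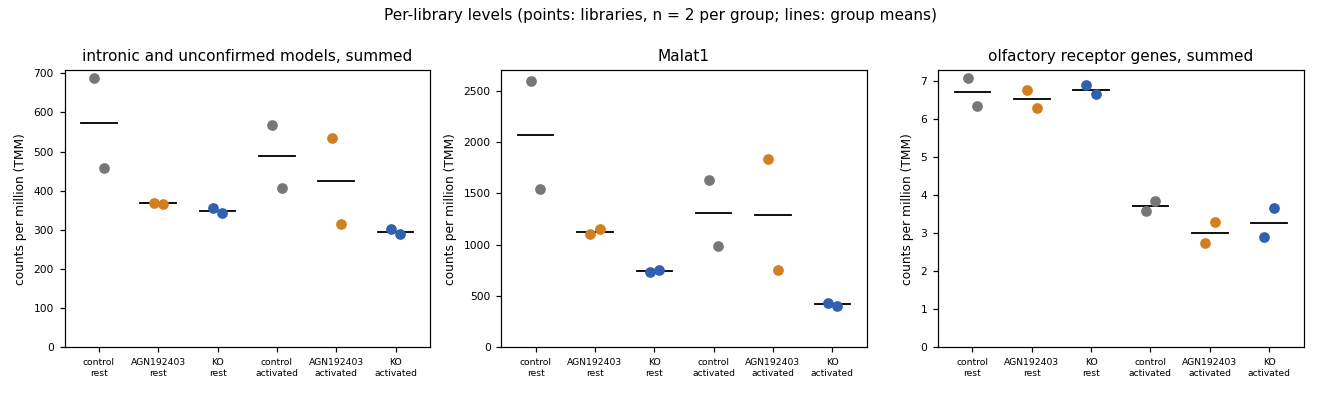
CPM (y axis) of intronic and unconfirmed gene models summed, of Malat1, and of olfactory receptor genes summed, with points for libraries (n = 2 per group) and lines for group means. Model sums of replicates 1 and 2 were 689 and 458 CPM in resting controls, and 355 and 344 CPM in the resting knockout.

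Resting knockout cells had lower Egr1, Fos, Pdcd1 and Ctla4 transcripts, and lower transcripts of cytotoxic effectors. Tmed10 stood at 63.3 ± 2.49 against 117 ± 0.357 CPM (log2 −0.89 ± 0.0525). Egr1 fell from 373 ± 0.905 to 117 ± 2.15 CPM, a log2 fold change of −1.68 ± 0.0463, and Fos, a partner in the AP-1 factor, fell by 1.16 ± 0.127. Pdcd1 fell to 12.3 ± 2.79 from 21.8 ± 0.256 CPM (−0.76 ± 0.112, adjusted p = 6.05e-05), and Ctla4 to 149 ± 6.96 from 189 ± 3.14 CPM. Gzmc, a granzyme of the near-identical cluster, fell to 156 ± 5.25 from 283 ± 1.66 CPM. Sec23a rose to 60.8 from 39.4 CPM (0.64 ± 0.0609), and Pck2 to 61.4 from 34.1 CPM.

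The resting comparison asks what the knockout changed in cells that had been activated earlier but were not restimulated. There were 979 calls (7.44%), 370 higher and 609 lower, with 13 at least 2-fold higher and 66 at least 2-fold lower. With DESeq2 the total fell to 366. The balance turned with length and GC offsets (628 higher and 447 lower), without TMM (521 and 504) and without knockout library 1 (175 and 142) or 2 (256 and 215), so it depended on the processing. Ifng (−0.30, adjusted p = 0.254), Cxcr6 (−0.07, 0.408), Tnfrsf9 (−0.07, 0.352) and Tmed2 (0.01, 0.984) were not called, and Il2 had 0 counts in all resting libraries, which allows up to 0.330 CPM in the shallowest. Tnf was at −0.23 (0.0176), with a range of 0.0034 to 0.186 and no call with DESeq2 or without control library 2, knockout library 1 or knockout library 2. Entpd1 was at −0.14 (0.0873, with a range of 0.045 to 0.659). Tmed9 rose by 0.20 (0.0114), a call lost without control library 1 (0.107) or knockout library 1 (0.0583) in a range of 0.00265 to 0.107. The TMED family had 2 members higher, Tmed3 (0.38) and Tmed9, and 1 lower, Tmed10 (list median 0.03, mean −0.07, 0.378).

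Vesicle coat and early secretory genes had 24 of 45 members higher at rest in the knockout, 30 within the list alone, and 0 lower, with Copb2 at 0.43 and Sec31a at 0.42 (adjusted p = 1.11e-28, and 0.0181 with an estimated correlation). ATF4 targets had 18 of 35 higher, 22 within the list alone, and 0 lower. Asns, the asparagine synthetase gene, rose to 109 ± 0.108 from 78.8 ± 3.49 CPM (7.1e-19, then 0.021). Synthetases had 8 of 20 higher, 12 within the list alone (1.31e-07, then 0.194), ribosomal proteins 8 of 84, 12 within the list alone (1.95e-09, then 0.445), and ER chaperones 4 of 33, 5 within the list alone, namely Herpud1 (0.31), P4hb, Dnajc3 and Xbp1 (0.00148, then 0.424). P4hb (0.18), Dnajc3 (0.14) and Xbp1 (0.15) lost their calls under 1, 7 and 7 alternatives, and without control library 1 they were at adjusted p = 0.0607, 0.23 and 0.375, the highest of each gene's range from 9.95e-05, 0.00859 and 0.0184. Nuclear oxidative phosphorylation genes had 4 higher, 0 within the list alone (0.00128, then 0.521).

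Cytotoxic effectors had 12 of 23 lower, 13 within the list alone, and 2 higher, 3 within the list alone (adjusted p = 5.4e-24, and 0.021 with an estimated correlation). Activation transcription factors had 11 of 34 lower, 15 within the list alone, and 1 higher, with Junb at −0.53 and Id2 at −0.30 (1.91e-19, then 0.0181). Among the clients Pdcd1, Ctla4 and Igf2r were lower (4.29e-05, then 0.022), and Igf2r (−0.18, 0.0116) lost its call under 6 alternatives, in a range of 0.000413 to 0.38. Cytokines had 6 of 28 lower and 0 higher, 1 within the list alone. Il10 fell to 28.8 ± 0.0392 from 63.0 ± 1.04 CPM (list 0.000227, then 0.362, median −0.08, or −0.07 with undetected members at their bounds). Costimulatory receptors had 6 of 19 lower, 9 within the list alone, such as Icos (−0.51), and 1 higher (5e-07, then 0.152). Inhibitory receptors had 5 lower, 6 within the list alone, such as Lag3 (−0.44) and Havcr2 (−0.44), and 2 higher (0.00486, then 0.242).

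Cell cycle lists moved little at rest. For S phase 0 genes were called in either direction, and for G2 and M phase 5 of 53 were lower, Cenpf (−0.40), Mki67 (−0.39), Cenpe and Tubb4b among them (adjusted p = 0.000786, and 0.107 with an estimated correlation). Cenpe (−0.17, 0.0176) lost its call under 6 alternatives, such as length and GC offsets (−0.06, 0.408), in a range of 0.00665 to 0.408, and Tubb4b (−0.16, 0.0197) under 5, such as without knockout library 2 (−0.12, 0.25), in a range of 0.00857 to 0.25. Glycolysis had 2 lower, Slc16a3 and Slc2a3, and 0 higher, 7 and 1 within the list alone (0.00199, then 0.519), and p53 targets 2 lower, Mdm2 and Polk, 4 within the list alone (0.0388, then 0.165). Without knockout library 2 the adjusted p of Slc16a3 was 0.228 (range 0.000595 to 0.228), that of Slc2a3 0.0674 (1.68e-05 to 0.0793) and that of Mdm2 0.0849 (0.000303 to 0.0849), and without knockout library 1 that of Polk was 0.583 (0.0155 to 0.583). Their calls were lost under 3, 2, 2 and 9 alternatives. Lists without a call were naive and memory genes (5 higher and 4 lower, 8 and 5 within the list alone), lysosome (1 lower, Ctsd), cholesterol (2 lower, Abca1 and Nsdhl, or 1 higher and 3 lower within the list alone), fatty acid oxidation (1 higher, Acaa2, and 0 within the list alone), apoptosis (1 higher, Bmf, and 2 lower, Apaf1 and Cflar), interferon-stimulated genes (1 lower, Mx1), trafficking receptors (4 higher, 6 lower) and mitochondrially encoded genes (0 called). Of these named members, Ctsd and Mx1 kept their calls under every alternative. The others lost theirs, with adjusted p ranging from 0.0304 to 0.577 for Abca1, 0.0204 to 0.381 for Nsdhl, 0.00441 to 0.509 for Acaa2, 0.00709 to 0.359 for Bmf, 0.0108 to 0.309 for Apaf1 and 0.0134 to 0.305 for Cflar.

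The largest rises at rest were Tox (0.97 ± 0.159), which encodes a factor of T cell exhaustion, Dtx1 (0.89), Pck2 (0.85), Col6a2 (0.71), Pygm (0.69), Ggcx (0.68), Hic1 (0.66) and Tcrg-C1 (0.66). Pygm lost its call with DESeq2 (adjusted p = 0.122, in a range of 2.93e-05 to 0.122) and Ggcx without control library 2 (0.54, 0.0555, in a range of 1.87e-05 to 0.0555). The largest falls were Kcnq1ot1 (−2.15, 0.0226), Egr1, Malat1 at 742 ± 12.7 against 2067 ± 745 CPM, Fos, Gm38357 (−1.15, 0.029), Il10, Ptbp2 (−1.03) and Neb (−0.998). Kcnq1ot1 and Gm38357 lost their calls under 4 and 5 alternatives, as without control library 1 (−1.27, 0.442, and −0.57, 0.524), the highest of ranges from 1.39e-49 and 1.79e-12, and Neb with DESeq2 (0.0535, in a range from 6.35e-81). Of the 235 intronic or unconfirmed models 38 were lower and 1 higher, with a median of −0.98. They made up 34 of the 66 genes at least 2-fold lower, and protein-coding genes made up 23.

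AGN192403 in activated cells lowered Ctla4, Ifng, Il10 and cell cycle transcripts and raised secretory and ATF4 target transcripts. Ctla4 fell to 199 ± 7.72 from 478 ± 10.1 CPM, a log2 fold change of −1.26 ± 0.0433. Ifng fell by 0.65 ± 0.0401, to 2910 ± 153 CPM, and Il10 to 113 ± 5.73 from 316 ± 2.65 CPM. Il22, an epithelial-acting cytokine gene, fell by 2.00. Top2a fell to 291 ± 2.34 from 626 ± 4.66 CPM. Pck2 rose to 174 ± 2.30 from 51.1 ± 0.848 CPM, and Sec23a to 156 ± 1.87 from 67.5 ± 0.989 CPM.

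The comparison asks what the compound does to control-guide cells. A total of 4570 genes were called (34.7%), 2158 higher and 2412 lower, with 178 at least 2-fold higher and 282 at least 2-fold lower. With DESeq2 the total fell to 2884. More were higher than lower without TMM (2684 and 1929), with only the compared libraries (1975 and 1828) and without control library 2 (1897 and 1775) or AGN192403 library 1 (2145 and 2036). Pdcd1 stood at 36.4 ± 2.07 against 43.9 ± 2.64 CPM (−0.26 ± 0.0792, adjusted p = 0.011), with a range of 0.00459 to 0.178. Its call was lost with DESeq2 (0.135) and without control library 2 (−0.18, 0.178) or AGN192403 library 1 (−0.20, 0.0899). Tmed10 rose to 140 ± 6.70 from 127 ± 2.02 CPM (0.14, 0.018), and lost its call without AGN192403 library 2 (0.09, 0.217) and under 3 other alternatives, in a range of 0.00198 to 0.217. Tmed2 rose by 0.35 and Tmed9 by 0.30. Tnf rose by 0.28 and Entpd1 fell by 0.36, while Cxcr6 (0.01, 0.906) and Tnfrsf9 (0.01) were not called, nor was Il2 (−0.26, 0.075). The study reported enhanced cytokine release with the compound, in co-culture with tumor cells and in T cells alone, and reduced CTLA-4 protein. Those assays measured protein, and the co-cultures differ from the cells sequenced here.

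Of 53 genes of G2 and M phase 51 fell with AGN192403 in activated cells, 52 within the list alone, and 0 rose, 1 within the list alone, with Cenpf at −1.64 and Cenpe at −1.47 (adjusted p = 2.02e-99, and 1.96e-05 with an estimated correlation). Of 44 S phase genes 42 fell and 0 rose, such as Rrm1 (−1.01) and Mcm3 (−0.82; 1.73e-46, then 7.35e-05). Cytotoxic effectors had 15 of 23 lower, 16 within the list alone, and 3 higher, with Gzme at −1.18 (3.21e-13, then 0.035). Cytokines had 12 lower, 13 within the list alone, and 5 higher, 6 within the list alone, with Lif at −1.13 and Il24 at −1.54 (3.91e-11, then 0.0639). Clients had 4 of 5 lower, Ctla4, Cxcr4 (−1.002), Igf2r (−0.31) and Pdcd1 (1.22e-06, then 0.0105), of which Pdcd1 lost its call under 3 alternatives, at up to 0.178. Glycolysis had 18 of 22 lower and 0 higher, with Ldha at 2110 ± 112 against 2949 ± 129 CPM (6.11e-07, then 0.281). Trafficking receptors had 9 of 22 lower, 10 within the list alone, and 3 higher, 4 within the list alone (0.00531, then 0.109), and costimulatory receptors 8 of 19 lower, such as Il2ra (−0.43), and 4 higher (0.0116, then 0.397).

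Vesicle coat and early secretory genes rose in 38 of 45 cases and fell in 0, with Sec24d at 1.24, Copb2 at 0.83 and Copa at 0.74 (adjusted p = 2.14e-40, and 0.00495 with an estimated correlation). ATF4 targets had 32 of 35 higher and 2 lower. Aldh1l2 rose to 50.8 ± 1.06 from 3.68 ± 0.0185 CPM (4.94e-46, then 0.00495). ER chaperones had 28 of 33 higher, with Hspa5 at 0.60, and 1 lower (1.35e-18, then 0.0472). Targets of p53 had 12 of 26 higher and 2 lower, with the pro-apoptotic gene Bbc3 at 21.04 ± 0.545 against 9.49 ± 0.107 CPM (0.00542, then 0.0472). Synthetases had 10 of 20 higher and 5 lower, 11 and 6 within the list alone (0.00241, then 0.397), ribosomal proteins 28 of 84 higher, 29 within the list alone, and 4 lower (0.00825, then 0.728), and cholesterol genes 14 of 27 higher, 15 within the list alone, and 5 lower (0.0254, then 0.397).

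Lists without a call in activated AGN192403 cells were the TMED family (4 higher, 1 lower), inhibitory receptors (5 and 9, with Havcr2 at 0.68 and Tigit at −0.54), activation transcription factors (10 and 12, or 11 and 14 within the list alone, median −0.06, mean 0.05, with Egr1 at 0.87 and Batf at −0.65) and naive and memory genes (8 and 8, median 0.12, mean −0.08). They also included interferon-stimulated genes (9 and 9, or 9 and 10 within the list alone, median −0.01, mean −0.09, test toward higher at adjusted p = 0.789), lysosome (9 and 8, or 11 and 8 within the list alone), apoptosis (8 and 5), fatty acid oxidation (3 and 1), mitochondrially encoded genes (1 and 3) and nuclear oxidative phosphorylation (9 and 13, or 9 and 12 within the list alone, median −0.05, mean 0.02). The largest rises were Aldh1l2 (3.78), Avil (3.31), Angptl6 (2.72) and Slc7a11 (2.45), and the largest falls Timp1 (−3.16), Selp (−2.29), Sox5os3 (−2.22) and Filip1 (−2.18). Intronic or unconfirmed models made up 3 of the 282 genes at least 2-fold lower, and 9 of the 235 were lower and 2 higher.

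AGN192403 in resting cells raised vesicle coat and ATF4 target transcripts. Copb2, a subunit of the COPI coat, rose to 517 ± 11.7 from 218 ± 3.93 CPM, a log2 fold change of 1.24 ± 0.0425. Sec23a rose to 116 ± 0.369 from 39.4 ± 0.395 CPM, and Asns to 199.8 ± 3.54 from 78.8 ± 3.49 CPM. Pdcd1 fell to 13.3 ± 0.115 from 21.8 ± 0.256 CPM (−0.71 ± 0.113, adjusted p = 3.3e-05), and Ctla4 to 117 ± 0.297 from 189 ± 3.14 CPM. Egr1 fell to 219 ± 4.76 from 373 ± 0.905 CPM and Fos by 1.29. Tmed10 rose to 135 ± 2.86 from 117 ± 0.357 CPM (0.22 ± 0.0476), with Tmed2 at 0.45 and Tmed9 at 0.46.

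The resting comparison shows effects of the compound in cells that were not restimulated. It gave 3341 calls (25.4%), 1533 higher and 1808 lower, with 79 at least 2-fold higher and 103 at least 2-fold lower. The balance turned without TMM (1991 higher and 1426 lower) and without the filter (1634 and 1444), and the calls fell to 1834 with DESeq2 and to 1861 without AGN192403 library 2. Ifng (−0.26, adjusted p = 0.233), Entpd1 (−0.11, 0.109), Tnf (−0.10, 0.246) and Tnfrsf9 (−0.05, 0.401) were not called, though length and GC offsets brought Entpd1, Tnf and Tnfrsf9 to 0.0415, 0.0455 and 0.034, the lowest of ranges reaching 0.542, 0.718 and 0.898. Cxcr6 was at −0.12 (0.0326), and 6 alternatives removed its call in a range of 0.00387 to 0.246. The largest rises included the transporter gene Slc6a9 (2.605), the ER retrieval receptor gene Kdelr3 (2.44), Pycr1 (2.02), Pck2 (1.93) and Ggcx (1.84), and the largest falls Kcnq1ot1 (−1.94, 0.0141), Gzmg (−1.62) and Itga7 (−1.52). Kcnq1ot1 lost its call under 3 alternatives, as without control library 1 (−1.06, 0.322), in a range from 9.07e-41. Of the 235 intronic or unconfirmed models 48 were lower and 0 higher, with a median of −0.79, and they made up 39 of the 103 genes at least 2-fold lower.

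Vesicle coat and early secretory genes had 37 of 45 higher and 0 lower in resting AGN192403 cells, with Sec31a at 1.10 and Gbf1 at 1.06 (adjusted p = 4.52e-95, and 0.000317 with an estimated correlation). ATF4 targets had 30 of 35 higher, 31 within the list alone, and 1 lower (7.63e-58, then 0.00128). Synthetases had 14 of 20 higher, 16 within the list alone, such as Sars (0.78), and 0 lower (4.55e-26, then 0.02). ER chaperones had 20 of 33 higher and 1 lower, 22 and 2 within the list alone (4.49e-13, then 0.0413). Cholesterol genes had 18 of 27 higher, such as Dhcr7 (0.82) and Fdps (0.70), and 1 lower, 2 within the list alone (1.32e-09, then 0.0278). The TMED family had 6 of 9 higher, such as Tmed3 (0.76), and 0 lower (3.78e-05, then 0.0271). Ribosomal proteins had 15 of 84 higher and 2 lower, 9 and 1 within the list alone (0.00595, then 0.632), and nuclear oxidative phosphorylation genes 15 of 91 higher and 1 lower (0.0329, then 0.624).

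Of 53 genes of G2 and M phase 50 fell in resting AGN192403 cells, 52 within the list alone, and 0 rose. Top2a fell to 873 ± 4.32 from 1238 ± 12.5 CPM (list adjusted p = 7.98e-59, and 0.000189 with an estimated correlation). S phase genes fell in 32 of 44 cases, 35 within the list alone, such as Rrm2 (−0.45; 4.91e-13, then 0.00228). Activation transcription factors had 24 of 34 lower, such as Fosb (−1.32) and Junb (−0.84), and 0 higher (5.53e-13, then 0.0271). Cytotoxic effectors had 15 lower, 16 within the list alone, such as Gzme (−1.36), and 1 higher (8.3e-19, then 0.0185). Inhibitory receptors had 10 lower, such as Lag3 (−0.73), and 1 higher (3.13e-06, then 0.031), and costimulatory receptors 10 lower, 11 within the list alone (3.78e-05, then 0.117). Naive and memory genes had 11 lower, 14 within the list alone, such as Tcf7 (−0.44; 2.87e-05, then 0.0271), and trafficking receptors 10 lower, 11 within the list alone (3.78e-05, then 0.0413). Interferon-stimulated genes had 14 lower, 15 within the list alone (0.00286, then 0.0271), and clients 4 of 5, all 5 within the list alone (3.13e-06, then 0.0134). Glycolysis had 18 lower and 1 higher (6.67e-10, then 0.117). Cytokines had 5 lower and 1 higher (0.0226, then 0.491), with a median of −0.19, or −0.14 with undetected members at their bounds. Lysosome (7 higher, 3 lower, or 8 and 3 within the list alone), fatty acid oxidation (3 and 1), apoptosis (2 and 7), p53 targets (2 and 2) and mitochondrially encoded genes (3 and 0) were not called.

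**Figure D3:**
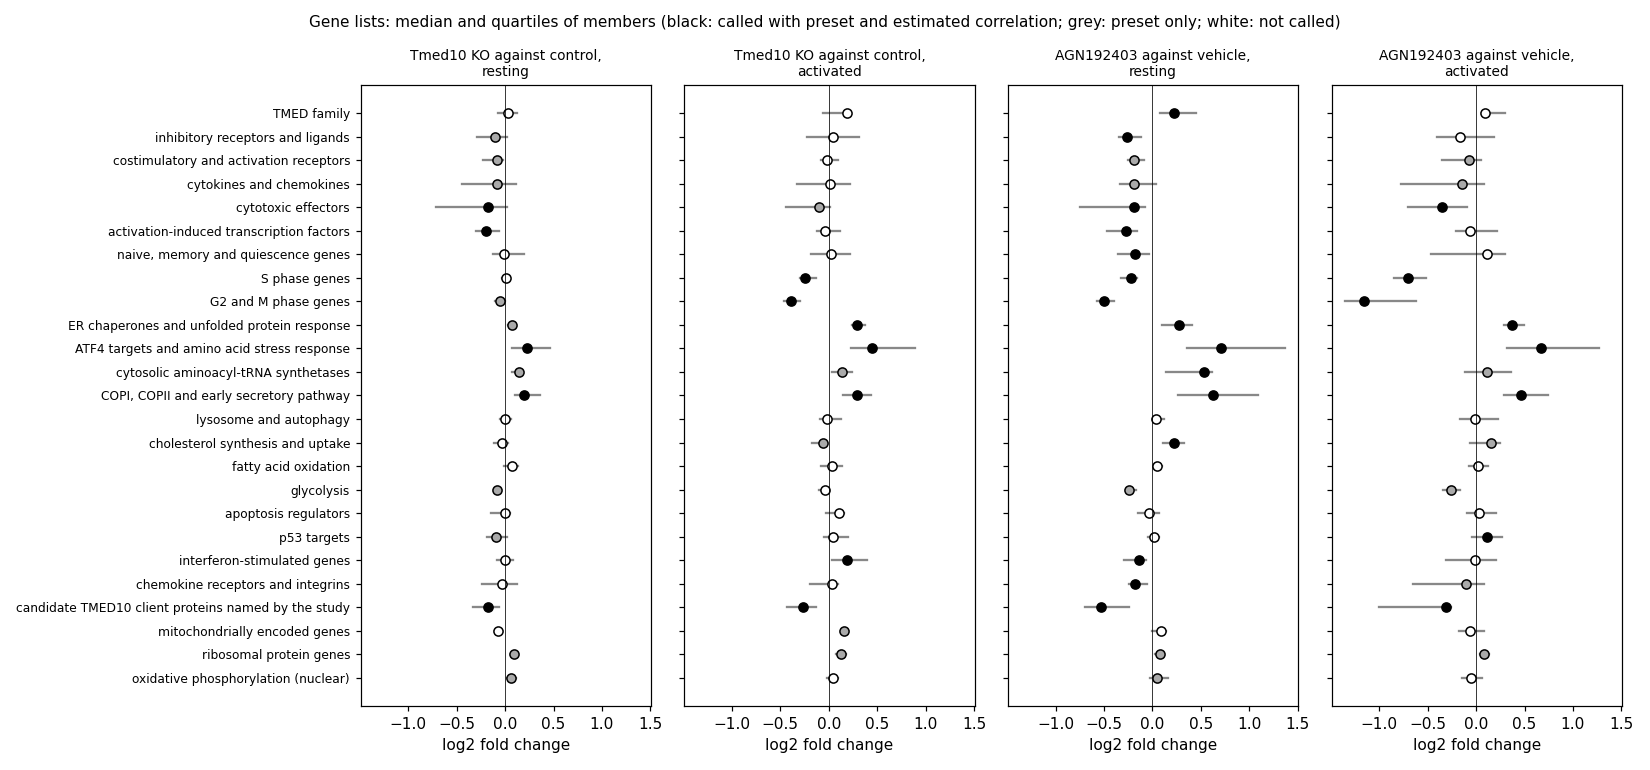
Log2 fold change (x axis) of 25 gene lists for the knockout and AGN192403 in each state, with points for medians and bars for quartiles, black where called with the preset and the estimated correlation, grey with the preset alone and white where not called. Genes of G2 and M phase had medians of −0.39 in the activated knockout and −1.15 in activated AGN192403 cells.

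Knockout and AGN192403 effects overlapped in both states. Sec23a rose in all 4 comparisons, by log2 0.68 and 1.21 in activated knockout and AGN192403 cells and by 0.64 and 1.55 at rest, and Ctla4 and Il10 fell in all 4. Tmed10 transcripts fell in the knockout and rose with AGN192403, although in activated cells 4 alternatives removed the rise, at adjusted p up to 0.217. The comparison asks how far the compound, which the study used to lower TMED proteins, changed the transcripts that the knockout changed. Of 2583 genes called in the activated knockout, 75.4% were called in the same direction with AGN192403, 1135 higher in both and 813 lower in both. Only 16 of 1964 genes called in both had opposite directions. At rest 234 were higher in both and 411 lower in both, with 22 of 667 opposite. The comparisons share control libraries. In the 20 simulated data sets per state in which only the controls were shared, 0 genes were called in both comparisons. Almost none were called in either comparison there, so these data give no number expected by chance for the counts above. Genes called alike in both fell from 1948 to 1048 with DESeq2 and 1219 without control library 1 in activated cells, and from 645 at rest to 260 with DESeq2, 237 without control library 1, and 227 or 340 without knockout library 1 or 2. AGN192403 had the larger effect in 1522 of the 1948 shared activated genes and 427 of the 645 shared resting genes.

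The correlation of log2 fold changes was 0.597 in activated and 0.628 in resting cells, but the 2 comparisons share control libraries. Simulated data in which only the controls were shared gave 0.504 ± 0.0234 and 0.520 ± 0.0198 (SD of 20 simulations). The correlation fell below these to 0.380 without activated AGN192403 library 2 and 0.439 without activated knockout library 1, and to 0.511 without resting knockout library 1, although the simulations used all libraries. With separate control libraries the correlation was 0.341 in activated cells (0.267 and 0.415 for the 2 assignments) and 0.267 in resting cells (0.225 and 0.308). The covariance exceeded the simulated one by 0.0997 and 0.0776. The simulations used a spread fitted over all groups. Chi-square per degree of freedom between replicates was 2.28 in resting controls, against 1.38 with AGN192403 and 1.14 in the knockout. Noisier controls raise the correlation that sharing alone gives, so the excess at rest cannot be read as a shared effect. In activated cells AGN192403 had the largest spread.

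**Figure D4:**
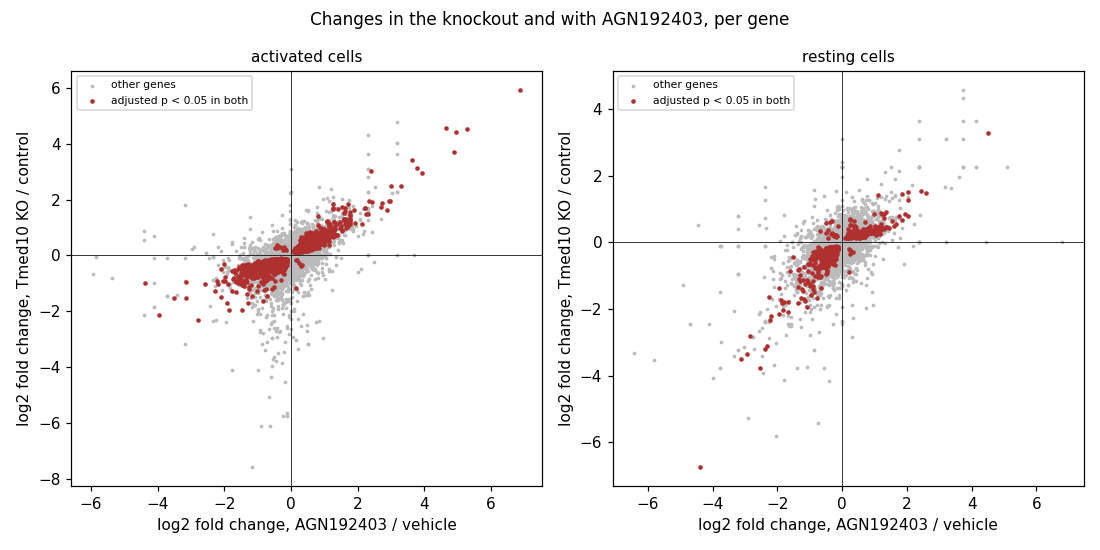
Log2 fold change of AGN192403 against vehicle (x axis) and of the knockout against control (y axis) per gene, in activated cells (left) and resting cells (right), with genes called in both in red. Of the genes in red, 1948 of 1964 lay in the same direction in activated cells and 645 of 667 at rest.

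Genes called with activation moved mostly in the same direction in the 3 conditions. Log2 fold changes of activation in the knockout correlated at 0.942 with those in controls (slope 0.933), with 8740 genes called in the same direction and 27 in opposite ones. That correlation was 0.580 without the expression filter and 0.897 to 0.918 without 1 library. For AGN192403 the correlation was 0.906 (slope 0.872), with 8126 and 88 genes. The study described similar activation signatures in both genotypes. There were 9701 calls in knockout cells, 4897 higher and 4804 lower, and 9217 in AGN192403 cells, 4465 higher and 4752 lower. In the knockout Ifng rose by log2 9.20 ± 0.069 and Il2 at least 175-fold from 0 resting counts. With AGN192403 they rose by 8.75 ± 0.069 and at least 104-fold.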

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

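The differences in activation response were planned. The tests of explanations were chosen after the patterns were seen, and only those of length and GC content over gene sets were written before their own outcome was known, with offsets that were also added after the values were seen. The knockout's activation response differed from that of controls in 653 genes, with 404 differences above 0 and 249 below it, and these were set apart by a test of the difference itself. The balance turned without activated control library 2 (202 above and 234 below), resting knockout library 2 (182 and 215), or activated knockout library 1 (185 and 189) or 2 (215 and 253). With DESeq2 the total of 653 fell to 307. Egr1 had a log2 fold change with activation of −2.57 in controls and −0.15 in the knockout, a difference of 2.42 ± 0.0721. Positive differences were also found for Havcr2 (0.89), the activation marker gene Cd69 (0.82) and the perforin gene Prf1 (0.54). A lower resting level gives a positive difference too. Prf1 stood at 927 and 952 CPM in activated controls and 934 and 965 CPM in the activated knockout. At rest it stood at 286 and 289 against 196 and 203 CPM. Egr1 fell at rest from 373 and 372 to 115 and 118 CPM. Egr1, Havcr2 and Cd69 were also higher in the activated knockout. Cell cycle genes had negative ones, with Mki67 at −0.49 and Top2a at −0.33. Of the genes named in every comparison, Pdcd1 differed by 0.50, Tnf by 0.36, Cxcr6 by 0.36 and Tmed10 by −0.27, while Ctla4 (−0.11, adjusted p = 0.418) and Ifng (0.06, 0.927) were not called. Pdcd1 was lower in the knockout in both states, and more so at rest. Further large differences were Avil (2.39), Cxcl10 (2.21), Maged1 (1.73), Bcl2a1d (1.69), S1pr1 (−1.01), Smtn (−0.96), Tgm2 (−0.89), Adarb1 (−0.87) and Sema4f (−0.85). Cxcl10 lost its call without resting control library 2 (1.18, adjusted p = 0.553, in a range from 0.000311), and Maged1 under 2 alternatives, such as without the same library (1.32, 0.323, from 0.0025). Cxcr6 lost it without activated knockout library 1 (0.29, 0.0532, from 3.33e-05), Pdcd1 under 8 alternatives, such as without resting knockout library 2 (0.30, 0.279, from 0.00679) and Smtn under 5, such as without activated knockout library 1 (−0.75, 0.252, from 0.00154). Adarb1 lost it under 5 alternatives, such as without resting control library 2 (−0.62, 0.309, from 0.0182), Tmed10 under 8, such as without the filter (−0.23, 0.168, from 0.0119), and Tnf under 5, such as DESeq2 (0.34, 0.0818, from 0.000669).

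List medians of the difference in the knockout kept their call with an estimated correlation for 5 lists. These were G2 and M phase genes (−0.34, adjusted p = 0.00158), S phase genes (−0.23, 0.00366), interferon-stimulated genes (0.23, 0.0144), activation transcription factors (0.20, 0.0199) and p53 targets (0.13, 0.0267). Medians in the activated and resting knockout were −0.04 and −0.20 for activation transcription factors, and 0.05 and −0.10 for p53 targets. For interferon-stimulated genes they were 0.19 and −0.002. At the median, the activation transcription factor difference thus came from the resting fall, not from higher levels after activation. Lists called only with the preset correlation, here with their adjusted p under the estimated one, were ER chaperones (0.21, adjusted p = 0.0641), ATF4 targets (0.25, 0.178), inhibitory receptors (0.17, 0.178), apoptosis (0.10, 0.178), cytotoxic effectors (0.0902, 0.245), mitochondrially encoded genes (0.26, 0.267), costimulatory receptors (0.14, 0.273) and early secretory genes (0.0756, 0.338).

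The response with AGN192403 differed from that with vehicle in 2592 genes, with 1135 differences above 0 and 1457 below it, a balance that turned without activated control library 2 (1009 and 990) or resting AGN192403 library 1 (1093 and 1066) or 2 (904 and 878). With DESeq2 the total of 2592 fell to 1395. Ctla4 rose less with activation, by −0.56 ± 0.0649, and Egr1 fell less, by 1.63. Egr1 was lower with AGN192403 at rest and higher in activated cells, and Pdcd1 was lower in both states, more so at rest. Pdcd1 differed by 0.45, Tnf by 0.39 and Entpd1 by −0.26, and Ifng was at −0.39 (adjusted p = 0.0653, with a range of 0.0268 to 0.395). Pdcd1 lost its call under 7 alternatives, such as DESeq2 (0.45, 0.128, in a range from 0.00948), and Entpd1 under 4, such as without activated control library 2 (−0.17, 0.175, from 0.00795). Further large differences were Avil (2.55), Hid1 (1.99), Maged1 (1.95), Chchd10 (1.84), S1pr1 (−1.94), Slc4a11 (−1.76), Gpld1 (−1.74), Tnip3 (−1.65) and Tnfsf10 (−1.50). Maged1 lost its call without resting control library 2 (1.53, 0.0924, from 0.000127) and Tnip3 under 5 alternatives, such as without resting AGN192403 library 1 (−1.01, 0.449, from 0.0142). S phase genes (−0.48, adjusted p = 0.00146 with an estimated correlation) and G2 and M phase genes (−0.63, 0.000784) kept their calls. Other lists were called only with the preset correlation, here with their adjusted p under the estimated one. These were activation transcription factors (0.24, 0.085), p53 targets (0.15, 0.085), interferon-stimulated genes (0.12, 0.117), synthetases (−0.28, 0.19), early secretory genes (−0.13, 0.27), inhibitory receptors (0.29, 0.3), cholesterol genes (−0.12, 0.304), ER chaperones (0.0942, 0.442), ATF4 targets (−0.13, 0.461) and nuclear oxidative phosphorylation genes (−0.10, 0.757). The activation transcription factor median was −0.06 with AGN192403 in activated cells, not called, and −0.27 at rest.

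The first pattern weighed is the lower level of 97 S, G2 and M phase transcripts in activated knockout and AGN192403 cells. Library scaling is excluded, since their median lay at −0.3228 log2 from that of all genes in the knockout and further below with AGN192403. Length and GC bias is excluded too, as 0.9643 of the fall was kept in the knockout and 0.9813 with AGN192403. High levels in the shared controls are excluded as the whole cause for AGN192403, which lay below the knockout by a median of 0.5282. They could still carry part of its median fall of −0.846 against the same controls. For the knockout they cannot be told apart from an effect of the guide, because only 2 controls exist and both cannot be left out. Without either one, 0.9409 of the fall or more stayed. A slower cycle after loss of TMED10 could give the same transcripts and was not tested by another assay.

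The second pattern is the lower level of activation transcription factor transcripts in both resting perturbations, with medians over all 34 members of −0.20 in the knockout and −0.27 with AGN192403, and 10 members called lower in both. In the knockout 1 library out of place cannot be told apart from an effect of the guide, because the share of the fall over all members kept without any of the 6 resting libraries, 0.7323 at its smallest, lies between the 2 bounds, but with AGN192403 it is excluded with 0.9108 kept. Length and GC bias is excluded for the knockout, with 0.9407 of the fall of those 10 kept and, in a value added after, 0.792 over all members. Stimulation or handling of the resting control wells cannot be told apart from an effect of the perturbations, because a share of 0.4 of those 10 differed between knockout and AGN192403, between the 2 bounds set for the test. Weaker tonic signalling in both perturbed groups could also lower these genes and was not tested.

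The third pattern is the set of 109 genes at least 2-fold lower in the activated knockout and 66 at rest, with Malat1 and Kcnq1ot1 in both and Neb in the activated set only. Length and GC bias is excluded for the median falls, with 0.9861 and 0.9332 kept. For Neb and Kcnq1ot1 it cannot be told apart from an effect of the knockout, because as little as 0.6389 was kept, between the 2 bounds. With the offsets both were still called lower in the activated knockout, Neb at log2 −0.995 and Kcnq1ot1 at −1.80. Kcnq1ot1 was also still called at rest, at −1.38. A genomic DNA surplus in activated controls is excluded by a second test, in which olfactory receptor genes gained at most 0.001839 as much per kilobase as the intronic models. It was chosen after a first ratio of olfactory receptor counts (1.17, 95% interval 0.856 to 1.60) left the surplus open. For resting controls such a surplus was not tested. Differences between libraries of 1 group remain open and could carry part of the falls. In activated AGN192403 cells replicate 1 was higher in the same genes, by a median of 0.7334 log2 for the activated set. For the resting set the difference was 0.805, and for the intronic and unconfirmed models 0.8851. Replicate 1 was also higher in resting controls (0.670 and 0.663 for the 2 sets) and activated controls (0.428 and 0.411). In resting AGN192403 cells and both knockout groups the medians were 0.116 or less. High levels in the shared controls could carry part of the falls at rest, where the 66 genes had medians of −1.58 in the knockout and −1.12 with AGN192403. Knockout against AGN192403 gave −0.503. Whether that remainder is an effect of the knockout cannot be told, because the genes were picked for their falls in it. A share of 0.09091 of the 66 was called lower in the knockout than with AGN192403. With 2 libraries per group, missing calls do not show equal levels. In activated cells high control levels cannot be told apart from an effect of the knockout. The 109 genes had medians of −1.61 in the knockout and −0.578 with AGN192403. Knockout against AGN192403 gave −0.951 for them, but these genes too were picked for their falls in the knockout. The share of them called lower in the knockout than with AGN192403 was 0.3211. It moved widely with the AGN192403 library left out, falling without library 1 and rising without library 2. No biological explanation was tested.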

How the results depend on the processing

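The offsets for length and GC content and the fit without 3 libraries were added after the values were seen. No named gene result reversed, but which direction held more calls turned under at least 1 alternative in every comparison, as for activation of control cells with RLE (4863 higher and 4845 lower), of knockout cells without TMM (4639 and 5045) and of AGN192403 cells with offsets (4765 and 4572). Of 1136 named gene results past the threshold 177 lost their call without some library and 127 under another setting. DESeq2 called fewer genes in every comparison, with 1355 for the activated knockout, 366 at rest, 2884 and 1834 for AGN192403, 307 and 1395 for the knockout and AGN192403 responses, and 1441 and 1235 for the knockout against AGN192403. Calls shared by both perturbations fell to 1048 and 260. The cause was not tested. Leaving out 1 library means fewer samples and gave 1538 to 2064 calls in the activated knockout (1686 without knockout library 1) and 317 to 806 at rest (349 without control library 1 and 471 without knockout library 2). It gave 3551 to 4181 and 1861 to 2577 for AGN192403, 318 to 473 (374, 397 and 402 between) and 1782 to 2842 for the responses, 1583 to 2804 (1754 and 1774 between) and 1215 to 1626 (1299 between) for the knockout against AGN192403, and 9046 to 9224, 8746 to 9222 and 8287 to 8903 for activation in control, knockout and AGN192403 cells. Shared calls ran from 1219 to 2211 in activated cells and from 227 to 579 at rest (237 and 340 between). The knockout and AGN192403 correlation ran from 0.380 to 0.664 in activated cells (0.439 without knockout library 1) and from 0.511 to 0.773 at rest. With the filter of 5 CPM it was 0.777 in activated cells and 0.638 at rest, and with separate controls it was 0.341 and 0.267. The correlation of activation in knockout and control cells was 0.580 without a filter, 0.977 with the strict one, 0.909 without 3 libraries and 0.897 to 0.918 without 1 (0.900, 0.912, 0.913 and 0.914 between). With estimated correlation the lists called went from 12 to 7 and 15 to 5 in the activated and resting knockout, 15 to 8 in activated AGN192403 cells, 20 to 15 at rest, 14 to 3 for activation, 13 to 5 and 12 to 2 for the responses, and 17 to 9 and 18 to 10 for the knockout against AGN192403. Without TMM the share of calls that were higher was 50.8% in the resting knockout (37.8% with it) and 58.2% and 58.3% in activated and resting AGN192403 cells (47.2% and 45.9%), and with offsets it was 58.4% in the resting knockout. A block for replicate number gave 2993, 1398, 4848 and 3661 calls for the activated and resting knockout and AGN192403. At these depths and with 2 libraries per group, the smallest changes planted in simulated data were called in 49.3% of cases for the activated knockout. For the difference between activation responses they were called in 22.4% of cases. Fewer genes were planted than were called in the data, and the adjustment is stricter where fewer genes change. These shares are therefore not the sensitivity of the real comparisons.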

Other observations

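All comparisons in this part were planned, except the values of Cd74 and Cox6a2. Compared directly with each other, activated knockout cells held more cell cycle and cytokine transcripts, and more Gzmb, than activated AGN192403 cells. Top2a stood at 485 ± 8.61 against 291 ± 2.34 CPM (log2 0.74 ± 0.0369), Ifng at 3861 ± 110 against 2910 ± 153 CPM, and Gzmb at 18047 ± 669 against 13407 ± 717 CPM. Il2 was higher by 0.65, Ctla4 by 0.81 and Il22 by 1.70, while Tmed10 was lower by 1.30 (log2 −1.30). Pdcd1 did not separate them, at 36.5 and 36.4 CPM (adjusted p = 0.999). In all 1706 genes were higher and 967 lower, a balance that turned without TMM (1204 and 1500). The total of 2673 fell to 1441 with DESeq2. It also fell without knockout library 1 or 2 or AGN192403 library 1, but not without AGN192403 library 2. Of 53 genes of G2 and M phase 48 were higher, 51 within the list alone, and 0 lower (adjusted p = 4.61e-05 with an estimated correlation), of 28 cytokines 14 were higher, 16 within the list alone, and 2 lower (0.0281), and of 45 early secretory genes 0 were higher and 24 lower, 26 within the list alone, such as Golgb1 (−0.89) and Sec23a (−0.52; 0.0281). Cholesterol genes had 0 higher and 18 lower, 2 and 19 within the list alone (0.0464), and interferon-stimulated genes 13 higher, 15 within the list alone, and 2 lower (0.031).

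At rest 1162 genes were higher and 1024 lower in the knockout than with AGN192403, but 1026 and 1196 without TMM and 798 and 1139 without the filter. The total of 2186 fell to 1235 with DESeq2, and it also fell without any single library of the comparison. Copb2 was lower by log2 0.81 and Sec23a by 0.92, Asns stood at 109 ± 0.108 against 199.8 ± 3.54 CPM, and Top2a at 1209 ± 1.85 against 873 ± 4.32 CPM. Tcf7, a factor of naive and memory T cells, stood at 230.1 ± 1.10 against 154 ± 0.807 CPM, and Egr1 was lower by 0.91 (log2 −0.91). Of 45 early secretory genes 0 were higher and 33 lower, 1 and 35 within the list alone (adjusted p = 0.0014 with an estimated correlation), of 27 cholesterol genes 1 was higher and 19 lower, 20 within the list alone (0.0121), and of 53 genes of G2 and M phase 52 were higher (0.000271). Pdcd1 was at −0.05 (adjusted p = 0.843).

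Cd74, which encodes the invariant chain of class II antigen presentation, stood at 45.7 CPM in activated controls, 83.8 with AGN192403 and 76.8 in the knockout, a log2 fold change of 0.74 in the knockout (adjusted p = 2.03e-08) and 0.88 with AGN192403 (1.35e-10). Cox6a2, a subunit gene of cytochrome oxidase in muscle, stood at 4.28 CPM in the activated knockout, 6.97 with AGN192403 and 0.167 in activated controls.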
